# Gut microbial taxa elevated by dietary sugar disrupt memory function

**DOI:** 10.1038/s41398-021-01309-7

**Published:** 2021-03-31

**Authors:** Emily E. Noble, Christine A. Olson, Elizabeth Davis, Linda Tsan, Yen-Wei Chen, Ruth Schade, Clarissa Liu, Andrea Suarez, Roshonda B. Jones, Claire de La Serre, Xia Yang, Elaine Y. Hsiao, Scott E. Kanoski

**Keywords:** Hippocampus, Physiology

## Abstract

Emerging evidence highlights a critical relationship between gut microbiota and neurocognitive development. Excessive consumption of sugar and other unhealthy dietary factors during early life developmental periods yields changes in the gut microbiome as well as neurocognitive impairments. However, it is unclear whether these two outcomes are functionally connected. Here we explore whether excessive early life consumption of added sugars negatively impacts memory function via the gut microbiome. Rats were given free access to a sugar-sweetened beverage (SSB) during the adolescent stage of development. Memory function and anxiety-like behavior were assessed during adulthood and gut bacterial and brain transcriptome analyses were conducted. Taxa-specific microbial enrichment experiments examined the functional relationship between sugar-induced microbiome changes and neurocognitive and brain transcriptome outcomes. Chronic early life sugar consumption impaired adult hippocampal-dependent memory function without affecting body weight or anxiety-like behavior. Adolescent SSB consumption during adolescence also altered the gut microbiome, including elevated abundance of two species in the genus *Parabacteroides* (*P. distasonis* and *P. johnsonii*) that were negatively correlated with hippocampal function. Transferred enrichment of these specific bacterial taxa in adolescent rats impaired hippocampal-dependent memory during adulthood. Hippocampus transcriptome analyses revealed that early life sugar consumption altered gene expression in intracellular kinase and synaptic neurotransmitter signaling pathways, whereas *Parabacteroides* microbial enrichment altered gene expression in pathways associated with metabolic function, neurodegenerative disease, and dopaminergic signaling. Collectively these results identify a role for microbiota “dysbiosis” in mediating the detrimental effects of early life unhealthy dietary factors on hippocampal-dependent memory function.

## Introduction

The gut microbiome has recently been implicated in modulating neurocognitive development and consequent functioning^1–4^. Early life developmental periods represent critical windows for the impact of indigenous gut microbes on the brain, as evidenced by the reversal of behavioral and neurochemical abnormalities in germ free rodents when inoculated with conventional microbiota during early life, but not during adulthood^5–7^. Dietary factors are a critical determinant of gut microbiota diversity and can alter gut bacterial communities, as evident from the microbial plasticity observed in response to pre- and probiotic treatment, as well as the “dysbiosis” resulting from consuming unhealthy, yet palatable foods that are associated with obesity and metabolic disorders (e.g., Western diet; foods high in saturated fatty acids and added sugar)^8^. In addition to altering the gut microbiota, consumption of Western dietary factors yields long-lasting memory impairments, and these effects are more pronounced when consumed during early life developmental periods vs. during adulthood^9–11^. Whether diet-induced changes in specific bacterial populations are functionally related to altered early life neurocognitive outcomes, however, is poorly understood.

The hippocampus, which is well known for its role in spatial and episodic memory and more recently for regulating learned and social aspects of food intake control^12–17^, is particularly vulnerable to the deleterious effects of Western dietary factors^9,18,19^. During the juvenile and adolescent stages of development, a time when the brain is rapidly developing, consumption of diets high in saturated fat and sugar^20–22^ or sugar alone^23–26^ impairs hippocampal function while in some cases preserving memory processes that do not rely on the hippocampus. While several putative underlying mechanisms have been investigated, the precise biological pathways linking dietary factors to neurocognitive dysfunction remain largely undetermined^11^. Here we aimed to determine whether sugar-induced alterations in gut microbiota during early life are causally related to hippocampal-dependent memory impairments observed during adulthood.

## Methods and materials

### Experimental subjects

Juvenile male Sprague Dawley rats (Envigo; arrival postnatal day (PN) 26–28; 50–70 g) were housed individually in standard conditions with a 12:12 light/dark cycle. All rats had ad libitum access to water and Lab Diet 5001 (PMI Nutrition International, Brentwood, MO; 29.8 % kcal from protein, 13.4% kcal from fat, 56.7% kcal from carbohydrate), with modifications where noted. Treatment group sizes for Aim 1 experiments are derived from power analyses conducted in Statistica Software (V7) based on our published data, pilot data, and relevant publications in the literature. All experiments were performed in accordance with the approval of the Animal Care and Use Committee at the University of Southern California.

### Experiment 1

Twenty-one juvenile male rats (PN 26–28) were divided into two groups with equal bodyweight and given ad libitum access to (1) 11% weight-by-volume (w/v) solution containing monosaccharide ratio of 65% fructose and 35% glucose in reverse osmosis-filtered water (SUG; *n* = 11) or 2) or an extra bottle of reverse osmosis-filtered water (CTL; *n* = 10). This solution was chosen to model commonly consumed sugar-sweetened beverages (SSBs) in humans in terms of both caloric content and monosaccharide ratio^27^. In addition, all rats were given ad libitum access to water and standard rat chow. Food intake, solution intake, and body weights were monitored thrice-weekly except were prohibited due to behavioral testing. At PN 60, rats underwent Novel Object in Context (NOIC) testing, to measure hippocampal-dependent episodic contextual memory. At PN 67 rats underwent anxiety-like behavior testing in the Zero Maze, followed by body composition testing at PN 70 and an intraperitoneal glucose tolerance test (IP GTT) at PN 84. All behavioral procedures were run at the same time each day (4–6 h into the light cycle). Investigators were blind to animal groups when scoring the behavioral tasks such that the scorers did not know which animal was in which group. Fecal and cecal samples were collected prior to sacrifice at PN 104.

In a separate cohort of juvenile male rats (*n* = 6/group) animals were treated as above, but on PN day 60 rats were tested in the Novel Object Recognition (NOR) and Open Field (OF) tasks, with two days in between tasks. Animals were sacrificed and tissue punches were collected from the dorsal hippocampus on PN day 65. Tissue punches were flash-frozen in a beaker filled with isopentane and surrounded dry ice and then stored at −80 °C until further analyses.

### Experiment 2

Twenty-three juvenile male rats (PN 26–28) were divided into two groups of equal bodyweight and received a gavage twice daily (12 h apart) for 7 days (only one treatment was given on day 7) of either (1) saline (SAL; *n* = 8), or (2) a cocktail of antibiotics consisting of Vancomycin (50 mg/kg), Neomycin (100 mg/kg), and Metronidazole (100 mg/kg) along with supplementation with 1 mg/mL of ampicillin in their drinking water (ABX; *n* = 15), which is a protocol modified from^28^. Animals were housed in fresh, sterile cages on Day 3 of the antibiotic or saline treatment, and again switched to fresh sterile cages on Day 7 after the final gavage. All animals were maintained on sterile, autoclaved water and chow for the remainder of the experiment. Rats in the ABX group were given water instead of ampicillin solution on Day 7. Animals in the ABX group were further subdivided to receive either gavage of a 1:1 ratio of *Parabacteroides distasonis* and *Parabacteroides johnsonii* (PARA; *n* = 8) or saline (SAL; *n* = 7) thirty-six hours after the last ABX treatment. To minimize potential contamination, rats were handled minimally for 14 days. Cage changes occurred once weekly at which time animals and food were weighed. Experimenters wore fresh, sterile PPE, and weigh boxes were cleaned with sterilizing solution in between each cage change. On PN 50 rats were tested in NOIC, on PN 60 rats were tested in NOR, on PN 62 rats were tested in the Zero Maze, followed by OF on PN 64. Investigators were blind to animal groups when scoring the behavioral tasks such that the scorers did not know which animal was in which group when timing the behavior (NOIC, NOR, Zero Maze, OF). On PN 73 rats were given an IP GTT, and on PN 76 body composition was tested. Rats were sacrificed at PN 83 and dorsal hippocampus tissue punches and cecal samples were collected. Tissue punches were flash-frozen in a beaker filled with isopentane and surrounded by dry ice and cecal samples were placed in microcentrifuge tubes embedded in dry ice. Samples were subsequently stored at −80 °C until further analyses.

### IP glucose tolerance test (IP GTT)

Animals were food-restricted 24 h prior to IP GTT. Immediately prior to the test, baseline blood glucose readings were obtained from the tail tip and recorded by a blood glucose meter (One-touch Ultra2, LifeScan Inc., Milpitas, CA). Each animal was then intraperitoneally (IP) injected with dextrose solution (0.923 g/ml by body weight) and tail tip blood glucose readings were obtained at 30, 60, 90, and 120 min after IP injections, as previously described^23^.

### Zero Maze

The Zero Maze is an elevated circular track (63.5 cm fall height, 116.8 cm outside diameter), divided into four equal-length sections. Two sections were open with 3 cm high curbs, whereas the 2 other closed sections contained 17.5 cm high walls. Animals are placed in the maze facing the open section of the track in a room with ambient lighting for 5 min while the experimenter watches the animal from a monitor outside of the room. The experimenter records the total time spent in the open sections (defined as the head and front two paws in open arms), and the number of crosses into the open sections from the closed sections.

### The novel object in context task

NOIC measures episodic contextual memory based on the capacity for an animal to identify which of two familiar objects it has never seen before in a specific context. Procedures were adapted from prior reports^29,30^. Briefly, rats are habituated to two distinct contexts on subsequent days (with the habituation order counterbalanced by the group) for 5-min sessions: Context 1 is a semi-transparent box (15 in. W × 24 in. L × 12 in. H) with orange stripes and Context 2 is a grey opaque box (17 in. W × 17 in. L × 16 in. H) (Context identify assignments counterbalanced by the group), each context is in a separate dimly lit room, which is obtained using two desk lamps pointed toward the floor. Day 1 of NOIC begins with each animal being placed in Context 1 containing two distinct similarly sized objects placed in opposite corners: a 500 ml jar filled with blue water (Object A) and a square glass container (Object B) (Object assignments and placement counterbalanced by the group). On day 2 of NOIC, animals are placed in Context 2 with duplicates of one of the objects. On NOIC day 3, rats are placed in Context 2 with Objects A and Object B. One of these objects is not novel to the rat, but its placement in Context 2 is novel. All sessions are 5 min long and are video recorded. Each time the rat is placed in one of the contexts, it is placed with its head facing away from both objects. The time spent investigating each object is recorded from the video recordings by an experimenter who is blinded to the treatment groups. Exploration is defined as sniffing or touching the object with the nose or forepaws. The task is scored by calculating the time spent exploring the Novel Object to the context divided by the time spent exploring both Objects A and B combined, which is the novelty or “discrimination index”. Rats with an intact hippocampus will preferentially investigate the object that is novel to Context 2, given that this object is a familiar object yet is now presented in a novel context, whereas hippocampal inactivation impairs the preferential investigation of the object novel to Context 2^29^.

### Novel object recognition

The apparatus used for NOR is a grey opaque box (17 in. W × 17 in. L × 16 in. H) placed in a dimly lit room, which is obtained using two desk lamps pointed toward the floor. Procedures are adapted from ref. ^31^. Rats are habituated to the empty arena and conditions for 10 min on the day prior to testing. The novel object and the side on which the novel object is placed are counterbalanced by the group. The test begins with a 5-min familiarization phase, where rats are placed in the center of the arena, facing away from the objects, with two identical copies of the same object to explore. The objects were either two identical cans or two identical bottles, counterbalanced by the treatment group. The objects were chosen based on preliminary studies which determined that they are equally preferred by Sprague Dawley rats. Animals are then removed from the arena and placed in the home cage for 5 min. The arena and objects are cleaned with 10% ethanol solution, and one of the objects in the arena is replaced with a different one (either the can or bottle, whichever the animal has not previously seen, i.e., the “novel object”). Animals are again placed in the center of the arena and allowed to explore for 3 min. Time spent exploring the objects is recorded via video recording and analyzed using Any-maze activity tracking software (Stoelting Co., Wood Dale, IL).

### Open Field

OF measures general activity level and also anxiety-like behavior in the rat. A large gray bin, 60 cm (L) × 56 cm (W) is placed under diffuse even lighting (30 lux). A center zone is identified and marked in the bin (19 cm L × 17.5 cm W). A video camera is placed directly overhead and animals are tracked using AnyMaze Software (Stoelting Co., Wood Dale, IL). Animals are placed in the center of the box facing the back wall and allowed to explore the arena for 10 min while the experimenter watches from a monitor in an adjacent room. The apparatus is cleaned with 10% ethanol after each rat is tested.

### Body composition

Body composition (body fat, lean mass) was measured using LF90 time-domain nuclear magnetic resonance (Bruker NMR minispec LF 90II, Bruker Daltonics, Inc.).

### Bacterial transfer

*P. distasonis* (ATCC 8503) was cultured under anaerobic conditions at 37 °C in Reinforced Clostridial Medium (RCM, BD Biosciences). *P. johnsonii* (DSM 18315) was grown in anaerobic conditions in PYG medium (modified, DSM medium 104). Cultures were authenticated by full-length 16S rRNA gene sequencing. For bacterial enrichment, 10^9^ colony-forming units of both *P. distasonis* and *P. johnsonii* were suspended in 500 µL pre-reduced PBS and orally gavaged into antibiotic-treated rats. When co-administered, a ratio of 1:1 was used for *P. distasonis* and *P. johnsonii*.

### Gut microbiota DNA extraction and 16s rRNA gene sequencing in sugar-fed and control rats

All samples were extracted and sequenced according to the guidelines and procedures established by the Earth Microbiome Project^32^. DNA was extracted from fecal and cecal samples using the MO BIO PowerSoil DNA extraction kit. Polymerase chain reaction (PCR) targeting the V4 region of the 16S rRNA bacterial gene was performed with the 515F/806R primers, utilizing the protocol described in Caporaso et al.^33^. Amplicons were barcoded and pooled in equal concentrations for sequencing. The amplicon pool was purified with the MO BIO UltraClean PCR Clean-up kit and sequenced by the 2 × 150 bp MiSeq platform at the Institute for Genomic Medicine at UCSD. All sequences were deposited in Qiita Study 11255 as raw FASTQ files. Sequences were demultiplexed using Qiime-1 based “split libraries” with the forward reads only dropping. Demultiplexed sequences were then trimmed evenly to 100 bp and 150 bp to enable comparison to other studies for meta-analyses. Trimmed sequences were matched to known OTUs at 97% identity.

### Gut microbiota DNA extraction and 16S rRNA gene sequencing for *Parabacteroides*-enriched and control rats

Total bacterial genomic DNA was extracted from rat fecal samples (0.25 g) using the Qiagen DNeasy PowerSoil Kit. The library was prepared following methods from (Caporaso et al.^33^). The V4 region (515F–806R) of the 16S rDNA gene was PCR amplified using individually barcoded universal primers and 30 ng of the extracted genomic DNA. The conditions for PCR were as follows: 94 °C for 3 min to denature the DNA, with 35 cycles at 94 °C for 45 s, 50 °C for 60 s, and 72 °C for 90 s, with a final extension of 10 min at 72 °C. The PCR reaction was set up in triplicate, and the PCR products were purified using the Qiaquick PCR purification kit (QIAGEN). The purified PCR product was pooled in equal molar concentrations quantified by nanodrop and sequenced by Laragen, Inc. using the Illumina MiSeq platform and 2 × 250 bp reagent kit for paired-end sequencing. Amplicon sequence variants (ASVs) were chosen after denoising with the Deblur pipeline. Taxonomy assignment and rarefaction were performed using QIIME2-2019.10.

### Hippocampal RNA extraction and sequencing

Hippocampi from rats treated with or without sugar or *Parabacteroides* were subject to RNA-seq analysis. Total RNA was extracted according to the manufacturer’s instructions using RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany). Total RNA was checked for degradation in a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Quality was very high for all samples, and libraries were prepared from 1 µg of total RNA using a NuGen Universal Plus mRNA-seq Library Prep Kit (Tecan Genomics Inc., Redwood City, CA). Final library products were quantified using the Qubit 2.0 Fluorometer (Thermo Fisher Scientific Inc., Waltham, MA, USA), and the fragment size distribution was determined with the Bioanalyzer 2100. The libraries were then pooled equimolarly, and the final pool was quantified via qPCR using the Kapa Biosystems Library Quantification Kit, according to the manufacturer’s instructions. The pool was sequenced in an Illumina NextSeq 550 platform (Illumina, San Diego, CA, USA), in Single-Read 75 cycles format, obtaining about 25 million reads per sample. The preparation of the libraries and the sequencing were performed at the USC Genome Core (http://uscgenomecore.usc.edu/).

### RNA-seq quality control

Data quality checks were performed using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and low-quality reads were trimmed with Trim_Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). RNA-seq reads passing quality control were mapped to *Rattus novegicus* transcriptome (Rnor6) and quantified with Salmon^34^. Salmon directly mapped RNA-seq reads to Rat transcriptome and quantified transcript counts. 

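Of the 31196 transcripts in the deposited files, 15932 had whole estimated counts in all 34 rats, and 50.9% of the assigned reads were on the other 15264. Among neighbouring transcripts, 3137 runs were found whose estimated counts add up to whole numbers in every rat, as they do when reads are divided within a run. These runs hold 7805 transcripts, and 2327 of the runs (74.2%) are pairs, while the longest holds 14. In simulated counts, all 100 pairs of transcripts made to share reads were found. Wrong joins were looked for only among transcripts with whole counts, which are never joined, so the simulation does not say how often they occur. In the deposited counts, 7459 transcripts without whole counts fell in no run, so the runs do not resolve how their reads were divided.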

Txiimport^35^ was used to convert transcript counts into gene counts. Potential sample outliers were detected by principal component analysis (PCA) and one control and one treatment sample from the *Parabacteroides* experiment were deemed outliers (Fig. S1) and removed.

### Identification of differentially expressed genes (DEGs)

DESeq2^36^ were used to conduct differential gene expression analysis between sugar treatment and the corresponding controls or between *Parabacteroides* treatment and the corresponding controls. Low-abundance genes were filtered out and only those having a mean raw count > 1 in more than 50% of the samples were included. Differentially expressed genes were detected by DESeq2 with default settings. Significant DEGs were defined as Benjamini–Hochberg (BH) adjusted false-discovery rate (FDR) < 0.05. For heatmap visualization, genes were normalized with variance stabilization transformation implemented in DESeq2, followed by calculating a *z*-score for each gene.

### Pathway analyses of DEGs

For the pathway analyses, DEGs at an unadjusted *P* value < 0.01 were used. Pathway enrichment analyses were conducted using enrichr^37^ by intersecting each signature with pathways or gene sets from KEGG^38^, gene ontology biological pathways, cellular component, molecular function^39^, and Wikipathways^40^. Pathways at FDR < 0.05 were considered significant. Unless otherwise specified, R 3.5.2 was used for the analysis mentioned in the RNA sequencing section.

### Additional statistical methods

Data are presented as means ± SEM. For analytic comparisons of body weight, total food intake, and chow intake, groups were compared using repeated-measures ANOVA in Prism software (GraphPad Inc., version 8.0). Taxonomic comparisons from 16S rRNA sequencing analysis were analyzed by analysis of the composition of microbiomes (ANCOM). When significant differences were detected, Sidak post-hoc test for multiple comparisons was used. The area under the curve for the IP GTT testing was also calculated using Prism. All other statistical analyses were performed using Student’s two-tailed unpaired *t* tests in excel software (Microsoft Inc., version 15.26). Normality was confirmed prior to the utilization of parametric testing. For all analyses, statistical significance was set at *P* < 0.05. A predetermined criterion for exclusion was utilized and was based on the Grubbs Outlier Test (Prism, Graphpad Inc.) using alpha = 0.05.

## Results

### Early life sugar consumption impairs hippocampal-dependent memory function

Results from the NOIC task, which measures hippocampal-dependent episodic contextual memory function^30^, reveal that while there were no differences in total exploration time of the combined objects on days 1 or 3 of the task (Fig. 1A, B), animals fed sugar solutions in early life beginning at PN 28 had a reduced capacity to discriminate an object that was novel to a specific context when animals were tested during adulthood (PN 60), indicating impaired hippocampal function (Fig. 1C). Conversely, animals fed sugar solutions in early life performed similarly to those in the control group when tested in the novel object recognition task (NOR) (Fig. 1D), which tests object recognition memory independent of context. Notably, when performed using the current methods with a short duration between the familiarization phase and the test phase, NOR not hippocampal-dependent but instead is primarily dependent on the perirhinal cortex^30,41–43^. These data suggest that early life dietary sugar consumption impairs performance in hippocampal-dependent contextual-based recognition memory without affecting performance in perirhinal cortex-dependent recognition memory independent of context^23^.

**Fig. 1:**
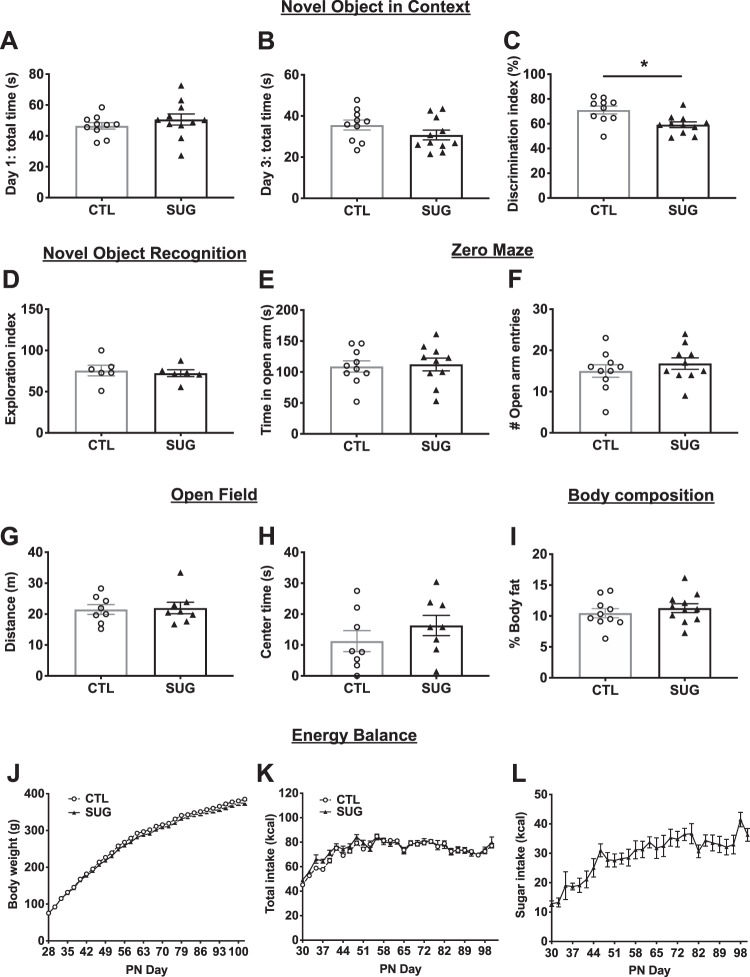
Early life sugar consumption negatively impacts hippocampal-dependent memory function. **A**, **B** Early life sugar consumption had no effect on total exploration time on days 1 (familiarization) or day 3 (test day) of the Novel Object in Context (NOIC) task. **C** The discrimination index was significantly reduced by early life sugar consumption, indicating impaired hippocampal function (*P* < 0.05, *n* = 10,11; two-tailed, type 2 Student’s *t* test). **D** There were no differences in exploration index in the Novel Object Recognition (NOR task) (*n* = 6; two-tailed, type 2 Student’s *t* test). **E**, **F** There were no differences in time spent in the open arm or the number of entries into the open arm in the Zero Maze task for anxiety-like behavior (*n* = 10; two-tailed, type 2 Student’s *t* test). **G**, **H** There were no differences in distance traveled or time spent in the center arena in the Open Field task (*n* = 8; two-tailed, type 2 Student’s *t* test). **I** There was no differences in body fat % during adulthood between rats fed early life sugar and controls (*n* = 10,11; two-tailed, type 2 Student’s *t* test). **J**, **K** Body weights and total energy intake did not differ between the groups (*n* = 10,11; two-way repeated-measures ANOVA), despite (**L**) increased kcal consumption from sugar-sweetened beverages in the sugar group. CTL = control, SUG = sugar, PN = post-natal day; data shown as mean ± SEM.

Elevated anxiety-like behavior and altered general activity levels may influence novelty exploration independent of memory effects and may therefore confound the interpretation of behavioral results. Thus, we next tested whether early life sugar consumption affects anxiety-like behavior using two different tasks designed to measure anxiety-like behavior in the rat: the elevated zero mazes and the OF task, the latter of which also assesses levels of general activity^44^. Early life sugar consumption had no effect on time spent in the open area or in the number of open area entries in the zero maze (Fig. 1E, F). Similarly, early life sugar had no effect on distance traveled or time spent in the center zone in the OF task (Fig. 1G, H). Together these data suggest that habitual early life sugar consumption did not increase anxiety-like behavior or general activity levels in the rats.

### Early life sugar consumption impairs glucose tolerance without affecting total caloric intake, body weight, or adiposity

Given that excessive sugar consumption is associated with weight gain and metabolic deficits^45^, we tested whether access to a sugar solution during the adolescent phase of development would affect food intake, body weight gain, adiposity, and glucose tolerance in the rat. Early life sugar consumption had no effect on body composition during adulthood (Fig. 1I, Fig. S2A, B). Early life sugar consumption also had no effect on body weight or total kcal intake (Fig. 1J, K), which is in agreement with the previous findings^23,26,46^. Animals steadily increased their intake of the 11% sugar solution throughout the study (Fig. 1L) but compensated for the calories consumed in the sugar solutions by reducing their intake of dietary chow (Fig. S2C). However, animals that were fed sugar solutions during adolescence showed impaired peripheral glucose metabolism in an IP GTT (Fig. S2D).

### Gut microbiota is impacted by early life sugar consumption

Principal component analyses of 16 s rRNA gene sequencing data of fecal samples revealed a separation between the fecal microbiota of rats fed early life sugar and controls (Fig. 2A). Results from LEfSe analysis identified differentially abundant bacterial taxa in fecal samples that were elevated by sugar consumption. These include the family *Clostridiaceae* and the genus *02d06* within *Clostridiaceae*, the family *Mogibacteriaceae*, the family *Enterobacteriaceae*, the order *Enterobacteriales*, the class of *Gammaproteobacteria*, and the genus *Parabacteroides* within the family *Porphyromonadaceae* (Fig. 2B, C). In addition to an elevated % relative abundance of the genus *Parabacteroides* in animals fed early life sugar (Fig. 2D), log-transformed counts of the *Parabacteroides* negatively correlated with performance scores in the NOIC memory task (Fig. 2E). Of the additional bacterial populations significantly affected by sugar treatment, regression analyses did not identify any other genera as being significantly correlated to NOIC memory performance. Within *Parabacteroides*, levels of two operational taxonomic units (OTUs) that were elevated by sugar negatively correlated with performance in the NOIC task, identified as taxonomically related to *P. johnsonii* and *P. distasonis* (Fig. 2F, G). The significant negative correlation between NOIC performance and *Parabacteroides* was also present within each of the diet groups alone, but when separated out by diet group only *P. distasonis* showed a significant negative correlation for each diet group (*P* < 0.05), whereas *P. johnsonii* showed a nonsignificant trend in both the control and sugar groups (*P* = 0.06, and *P* = 0.08, respectively; Fig. S3A–C). The abundance of other bacterial populations that were affected by sugar consumption was not significantly related to memory task performance.

**Fig. 2:**
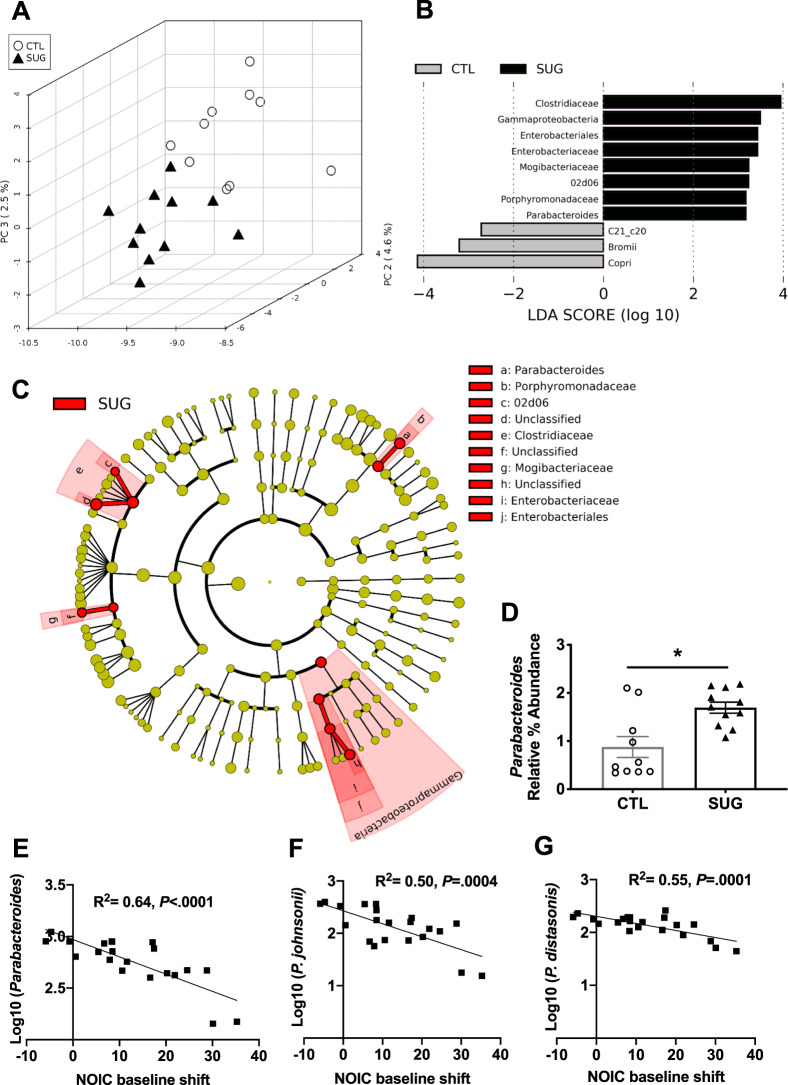
Effect of adolescent sugar consumption on the gut microbiome in rats. **A** Principal component analysis showing separation between fecal microbiota of rats fed early life sugar or controls (*n* = 11, 10; dark triangles = sugar, open circles = control). **B** Results from LEfSe analysis showing Linear Discriminate Analysis (LDA) scores for microbiome analysis of fecal samples of rats fed early life sugar or controls. **C** A cladogram representing the results from the LEfSe analysis with the class as the outermost taxonomic level and species at the innermost level. Taxa in red are elevated in the sugar group. **D** Relative % abundance of fecal *Parabacteroides* are significantly elevated in rats fed early life sugar (*P* < 0.05; *n* = 11, 10, two-tailed, type 2 Student’s *t* test). **E** Linear regression of log normalized fecal *Parabacteroides* counts against the shift from baseline performance scores in the novel object in context task (NOIC) across all groups tested (*n* = 21). **E**–**G** Linear regression of the most abundant fecal *Parabacteroides* species against shift from baseline performance scores in NOIC across all groups tested (*n* = 21). *P < 0.05; data are shown as mean ± SEM.

There was a similar separation between groups in bacteria analyzed from cecal samples (Fig. S4A). LEfSe results from cecal samples show elevated *Bacilli*, *Actinobacteria*, *Erysipelotrichia*, and *Gammaproteobacteria* in rats fed early life sugar, and elevated *Clostridia* in the controls (Fig. S4B, C). Abundances at the different taxonomic levels in fecal and cecal samples are shown in (Figs. S5 and S6). Regression analyses did not identify these altered cecal bacterial populations as being significantly correlated to NOIC memory performance.

### Early life Parabacteroides enrichment impairs memory function

To determine whether neurocognitive outcomes due to early life sugar consumption could be attributable to elevated levels of *Parabacteroides* in the gut, we experimentally enriched the gut microbiota of naïve juvenile rats with two *Parabacteroides* species that exhibited high 16S rRNA sequencing alignment with OTUs that were increased by sugar consumption and were negatively correlated with behavioral outcomes in rats fed early life sugar. *P. johnsonii* and *P. distasoni* species were cultured individually under anaerobic conditions and transferred to a group of antibiotic-treated young rats in a 1:1 ratio via oral gavage using the experimental design described in Methods and outlined in Fig. 3A, and from ref. ^28^. To confirm *Parabacteroides* enrichment, 16SrRNA sequencing was performed on rat fecal samples for SAL–SAL, ABX-SAL, and ABX-PARA groups. Alpha diversity was analyzed using observed OTUs (Fig. 3B), where both ABX-SAL and ABX-PARA fecal samples have significantly reduced alpha diversity when compared with SAL–SAL fecal samples, suggesting that antibiotic treatment reduces microbiome alpha diversity. Further, either treatment with antibiotics alone or antibiotics followed by *Parabacteroides* significantly alters microbiota composition relative to the SAL–SAL group (Fig. 3C). Taxonomic comparisons from 16S rRNA sequencing analysis were analyzed by analysis of the composition of microbiomes (ANCOM). Differential abundance on relative abundance at the species level (Fig. 3D) was tested across samples hypothesis-free. Significant taxa at the species level were corrected for using FDR-corrected *P* values to calculate *W* in ANCOM. Comparing all groups resulted in the highest *W* value of 144 for the *Parabacteroides* genus, which was enriched in ABX-PARA fecal samples after bacterial gavage with an average relative abundance of 55.65% (Fig. 3E). This confirms successful *Parabacteroides* enrichment for ABX-PARA rats post-gavage when compared to either ABX-SAL (average relative abundance of 5.47%) or ABX-SAL rats (average relative abundance of 0.26%).

**Fig. 3:**
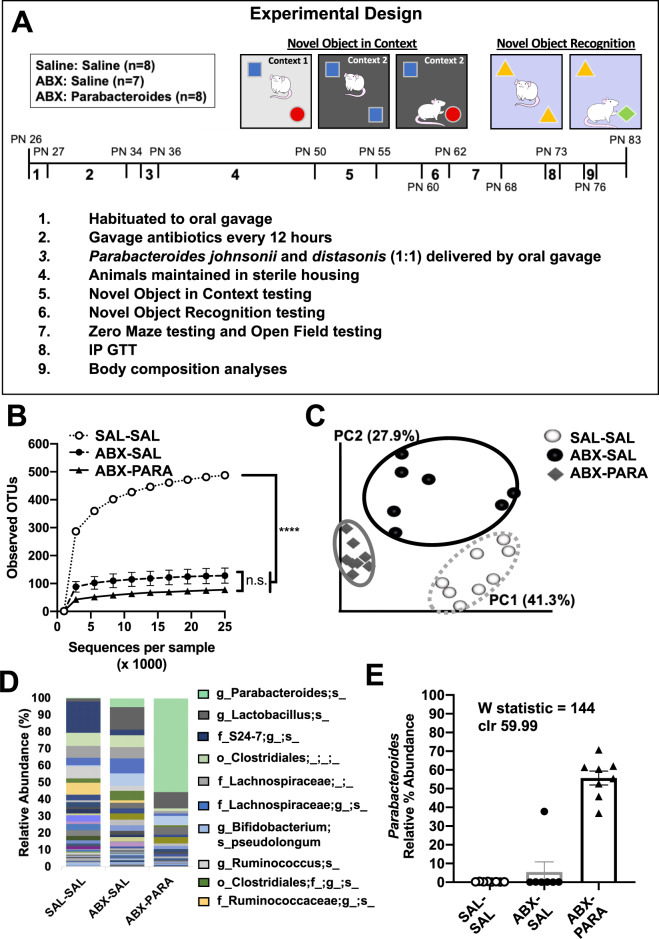
Intestinal *Parabacteroides* is enriched by antibiotic treatment and oral gavage of *P. distasonis* and *P. johnsonii*. **A** Schematic showing the timeline for the experimental design of the *Parabacteroides* transfer experiment. **B** Alpha diversity based on 16S rRNA gene profiling of fecal matter (*n* = 7–8) represented by observed operational taxonomic units (OTUs) for a given number of sample sequences. **C** Principal coordinates analysis of weighted UniFrac distance based on 16S rRNA gene profiling of feces for SAL–SAL, ABX-SAL, and ABX-PARA enriched rats (*n* = 7–8). **D** Average taxonomic distributions of bacteria from 16S rRNA gene sequencing data of feces for SAL–SAL, ABX-SAL, and ABX-PARA enriched animals (*n* = 7–8). **E** Relative abundances of *Parabacteroides* in fecal microbiota for SAL–SAL, ABX-SAL, and ABX-PARA enriched animals (*n* = 7–8) (ANCOM). PN post-natal day, IP GTT intraperitoneal glucose tolerance test. Data are presented as mean ± S.E.M. *P < 0.05, **P < 0.01, ***P < 0.001. n.s. not statistically significant, SAL–SAL rats treated with saline, ABX-SAL rats treated with antibiotics followed by sterile saline gavage, ABX-PARA rats treated with antibiotics followed by a 1:1 gavage of *Parabacteroides distasonis* and *Parabacteroides johnsonii*.

All rats treated with antibiotics showed a reduction in food intake and body weight during the initial stages of antibiotic treatment, however, there were no differences in body weight between the two groups of antibiotic-treated animals by PN50, at the time of behavioral testing (Fig. S7A–C). Similar to a recent report^47^, Parabacteroides enrichment in the present study impacted body weight at later time points. Animals who received *P. johnsonii* and *P. distasonis* treatment showed reduced body weight 40 days after the transfer, with significantly lower lean mass (Fig. S7D–F). There were no differences in percent body fat between groups, nor were there significant group differences in glucose metabolism in the IPGTT (Fig. S7G). Importantly, the body weights in the ABX-PARA group did not significantly differ from the ABX-SAL control group at the time of behavioral testing.

Results from the hippocampal-dependent NOIC memory task showed that while there were no differences in total exploration time of the combined objects on days 1 or 3 of the task, indicating similar exploratory behavior, animals enriched with *Parabacteroides* showed a significantly reduced discrimination index in the NOIC task compared with either control group (Fig. 4A–C), indicating impaired performance in hippocampal-dependent memory function. When tested in the perirhinal cortex-dependent NOR task^30^, animals enriched with *Parabacteroides* showed impaired object recognition memory compared with the antibiotic-treated control group as indicated by a reduced novel object exploration index (Fig. 4D). These findings show that, unlike sugar-fed animals, *Parabacteroides* enrichment impaired perirhinal cortex-dependent memory processes in addition to hippocampal-dependent memory.

**Fig. 4:**
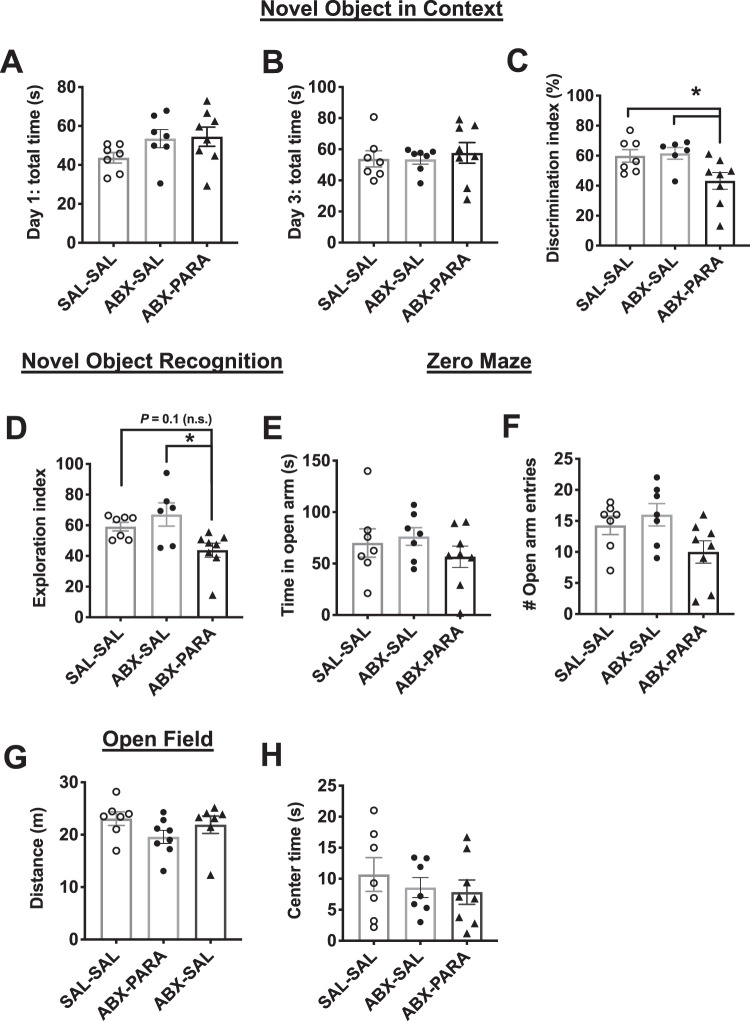
Early life enrichment with *Parabacteroides* negatively impacts neurocognitive function. **A**, **B** Early life enrichment with a 1:1 ratio of *P. johnsonii* and *P. distasonis* had no effect on total exploration time in the Novel Object in Context (NOIC) task. **C** Discrimination index was significantly reduced by enrichment with *P. johnsonii* and *P. distasonis*, indicating impaired hippocampal function (*n* = 7,8; *F*_(2, 19)_ = 4.92; *P* < 0.05, one-way ANOVA with Tukey’s multiple comparison test). **D** There was a significant reduction in the exploration index in the Novel Object Recognition (NOR task), indicating impaired perirhinal cortex function (*n* = 7,8; *F*_(2, 19)_ = 3.61; *P* < 0.05, one-way ANOVA with Tukey’s multiple comparison test). **E**, **F** There were no differences in time spent or a number of entries into the open arm by animals with *P. johnsonii* and *P. distasonis* enrichment in the Zero Maze task for anxiety-like behavior (*n* = 7,8; one-way ANOVA). **G**, **H** There were no differences in distance traveled or time spent in the center arena in the Open Field task (*n* = 7,8; one-way ANOVA). SAL–SAL saline–saline control, ABX-SAL antibiotics-saline control, ABX-PARA antibiotics-*P. johnsonii* and *P. distasonis* enriched, PN post-natal day; data shown as mean ± SEM; *P < 0.05.

Results from the zero maze showed no differences in time spent in the open arms nor in the number of open arm entries for the *Parabacteroides*-enriched rats relative to controls (Fig. 4E, F), indicating that the enrichment did not affect anxiety-like behavior. Similarly, there were no differences in distance traveled or time spent in the center arena in the OF test, which is a measure of both anxiety-like behavior and general activity in rodents (Fig. 4G, H). Together these data suggest that *Parabacteroides* treatment negatively impacted both hippocampal-dependent perirhinal cortex-dependent memory function without significantly affecting general activity or anxiety-like behavior.

### Early life sugar consumption and Parabacteroides enrichment alter hippocampal gene expression profiles

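Dorsal hippocampus punches from 7 rats given sugar in early life (SUG) and 7 control rats (CTL) were sequenced in Experiment 1. SUG rats had drunk an 11% (w/v) solution of 65% fructose and 35% glucose from PN 26–28, and CTL rats had an extra bottle of water. The paper's methods describe hippocampal punches collected at PN 65, whereas the deposited sample labels give PN 104. The authors trimmed the reads and had Salmon estimate how many came from each transcript of the rat transcriptome. Salmon divides a read that matches several transcripts among them, so that an estimated count need not be a whole number. The deposited values used here were these estimated counts, without normalization, for each Ensembl transcript. The authors summed them to genes before testing, but the deposited files do not pair transcripts with genes, so each transcript was tested on its own after rounding its count. Between 15871009 and 18862499 reads were assigned per SUG rat (median 16188970) and between 15212701 and 22332725 per CTL rat (median 17866670). The log2 number of reads did not differ between the groups beyond the spread between rats (difference -0.08; exact permutation test, two-sided, p = 0.356; Benjamini-Hochberg adjusted p = 0.497 over both experiments). Transcripts with a count above 1 in more than 50% of the 14 rats were tested with edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment. In simulated counts with the same group sizes and spread, this test found 59 of 100 transcripts changed by 0.5 on the log2 scale and 91 of 100 changed by 1.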

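In Experiment 2, punches from 7 rats enriched with Parabacteroides (ABX-PARA) were sequenced together with punches from 13 control rats. ABX-PARA rats received antibiotics for 7 days from PN 26–28 and then a gavage of Parabacteroides distasonis and Parabacteroides johnsonii. The antibiotics were vancomycin at 50 mg/kg, neomycin at 100 mg/kg and metronidazole at 100 mg/kg by gavage, with ampicillin at 1 mg/mL in the drinking water. Of the controls, 6 rats received the antibiotics followed by saline (ABX-SAL) and 7 received saline at both steps (SAL-SAL), and the paper combines these groups. Tissue was collected at PN 83. Between 15351140 and 16951752 reads were assigned to transcripts per ABX-PARA rat (median 16157927) and between 14394530 and 18361014 per control rat (median 16549163). On the log2 scale the number of reads differed by -0.03 between the groups (exact permutation test, two-sided, p = 0.497; Benjamini-Hochberg adjusted p = 0.497 over both experiments). The estimated counts were filtered and tested as in Experiment 1, over the 20 rats of Experiment 2 alone. In simulated counts of this design, with changed transcripts drawn in the same way, 63 of 100 changed by 0.5 on the log2 scale and 91 of 100 changed by 1 were found.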

To further investigate how sugar and *Parabacteroides* affect cognitive behaviors, we conducted transcriptome analysis of the hippocampus samples. 

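Principal components were computed for the 14 rats of Experiment 1 from log2 CPM (counts scaled to a common library size by the TMM method), with a prior count of 2, over the 500 transcripts that varied most. The first component held 10.2% of the variance and the second 9.90%. Of the variance on these 2 components, 5.13% lay between SUG and CTL rats, a share within what regrouping the rats gives (exact permutation test over 3432 groupings, two-sided by construction, p = 0.558). The share was 16.6% when all tested transcripts were used (exact permutation test, p = 0.0804), the alternative that moved it most. Of the 500 transcripts, 491 (98.2%) had counts that were not whole in at least 1 rat, against 59.1% of the tested transcripts. Numbers in the deposited sample labels part the rats into a first set of 4 and a second set of 10, and 5.55% of the variance on the components lay between these sets (exact permutation test, p = 0.531). On components computed anew from the second set alone, 3.25% lay between SUG and CTL rats (exact permutation test, p = 0.770).

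**Figure D1:**
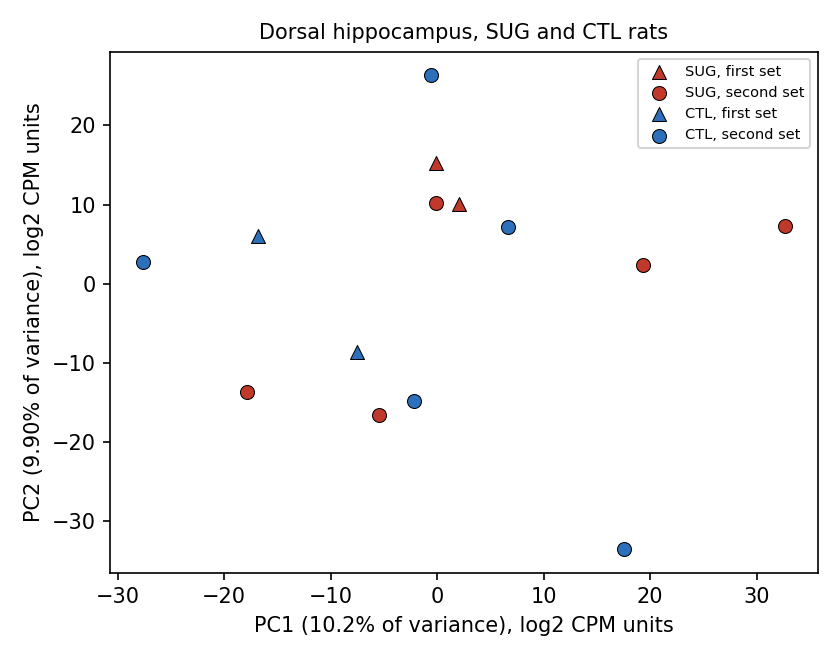
Scores of the 14 rats of Experiment 1 on the first (horizontal axis) and second (vertical axis) principal components, in log2 CPM units; each point is 1 rat, colours mark SUG and CTL, and triangles and circles mark the first and second sets of label numbers. SUG and CTL rats overlap on both axes, with 5.13% of the variance between them.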

Figure S1A, C shows the results of principal component analysis revealing moderate separation based on RNA sequencing data from the dorsal hippocampus of rats fed sugar in early life compared with controls. Gene pathway enrichment analyses from RNA sequencing data revealed multiple pathways significantly affected by early life sugar consumption, including four pathways involved in neurotransmitter synaptic signaling: dopaminergic, glutamatergic, cholinergic, and serotonergic signaling pathways. In addition, several gene pathways that also varied by sugar were those involved in kinase-mediated intracellular signaling: cGMP-PKG, RAS, cAMP, and MAPK signaling pathways (Fig. 5A, Table S1).

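The fit of Experiment 1 covered 20865 transcripts, and 315 of them had an unadjusted p-value under 0.01 (edgeR quasi-likelihood F-test, two-sided). Of these, 166 were higher and 149 lower in SUG rats, and p-values spread evenly between 0 and 1 would give 208.65 on average. Their log2 fold changes ran from -2.80 to 3.74, with a median size of 0.27, and 139 (44.1%) lay within 0.25 of 0. The count was 444 with DESeq2 (220 higher and 224 lower in SUG rats), whose list shared 306 transcripts with that of edgeR. Which direction was larger varied with the setting. With edgeR it was 168 higher and 155 lower with the set of label numbers in the model, and 81 higher and 124 lower with whole counts only. Over the alternatives that kept every rat, the count moved most with transcripts limited to those with whole counts in every rat, where it was 205 of 8536 tested, and with DESeq2 and the set of label numbers in the model, where it was 472, both chosen after seeing the data. With each rat left out in turn, between 218 and 391 transcripts passed. As the files do not pair transcripts with gene names, the pathways were not tested here. From its pathway analyses of the genes at this threshold, the paper states that sugar in early life affected neurotransmitter synaptic signaling and kinase-mediated intracellular signaling.

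**Figure D2:**
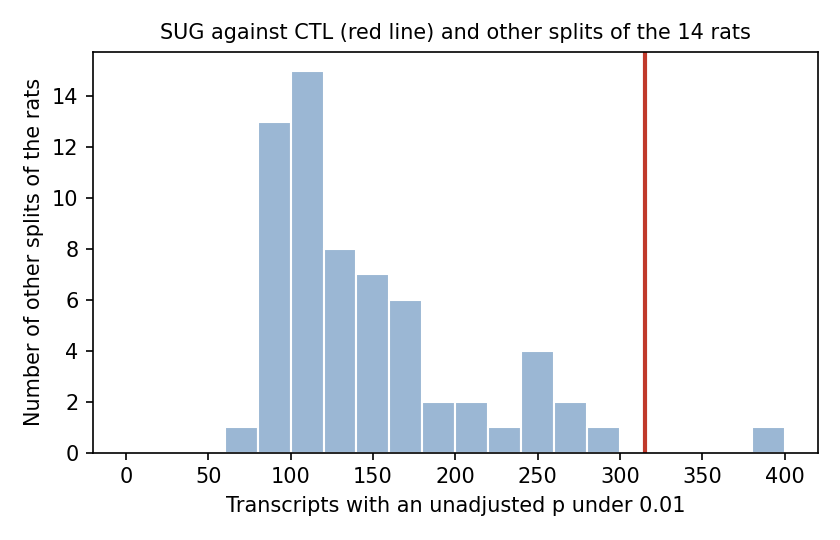
Histogram of the number of transcripts with an unadjusted p-value under 0.01 (horizontal axis) over the other splits of the 14 rats into groups of 7 that part every same-numbered pair (vertical axis, number of splits); the red line marks SUG against CTL. The line lies at 315 and the other splits have a median of 124 and a maximum of 380.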

**Fig. 5:**
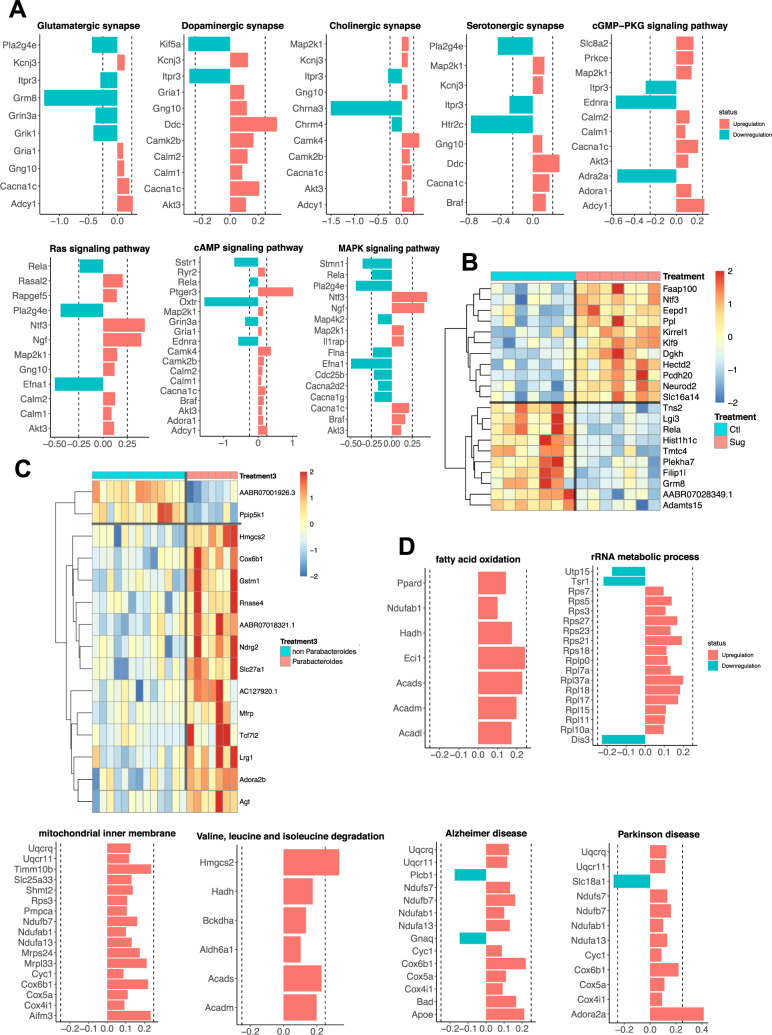
Effect of early life sugar or targeted *Parabacteroides* enrichment on hippocampal gene expression. **A** Pathway analyses for differentially expressed genes (DEGs) at a *P* value < 0.01 in hippocampal tissue punches from rats fed early life sugar compared with controls. Upregulation by sugar is shown in red and downregulation by sugar in blue. **B** A heatmap depicting DEGs that survived the Benjamini–Hochberg corrected FDR of *P* < 0.05 in rats fed early life sugar compared with controls. Warmer colors (red) signify an increase in gene expression and cool colors (blue) a reduction in gene expression by treatment (CTL control, SUG early life sugar; *n* = 7/group). **C** A heatmap depicting DEGs that survived the Benjamini–Hochberg corrected FDR of *P* < 0.05 in rats with early life *Parabacteroides* enrichment compared with combined control groups. Warmer colors (red) signify an increase in gene expression and cool colors (blue) a reduction in gene expression by treatment (*n* = 7, 14). **D** Pathway analyses for differentially expressed genes (DEGs) at a *P* value < 0.01 in rats enriched with *Parabacteroides* compared with combined controls. Upregulation by *Parabacteroides* transfer is shown in red and downregulation in blue. The dotted line indicates ±0.25 log2 fold change.

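No transcript had an adjusted p-value under 0.05 between SUG and CTL rats with edgeR (0 of those tested), and the lowest adjusted p-value was 0.511. At an unadjusted p-value under 0.05 there were 1542 transcripts. DESeq2, the tool named in the paper's methods, moved the count most, with or without the set of label numbers in its model, and gave 19 transcripts with an adjusted p-value under 0.05, of which 12 were higher and 7 lower in SUG rats. All 19 had the same direction with edgeR and were among its 100 smallest p-values, and their log2 fold changes in DESeq2 were between 0.15 and 0.87 in size. In 4 of the 19, which were selected for a difference, the SUG and CTL rats did not overlap, as happens by chance in 0.0583% of transcripts. Because no transcript passed with edgeR, the transcript with the smallest p-value in each direction was chosen after the values were seen. ENSRNOT00000076481.2, whose estimated counts were not whole in every rat, was at 36.0 ± 3.39 CPM (SD, n = 7) in SUG rats and 27.9 ± 1.74 (SD, n = 7) in CTL rats. Its log2 fold change was 0.37 (standard error 0.061, adjusted p = 0.511 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and the SUG rats ranged from 30.1 to 40.8 CPM and the CTL rats from 25.1 to 30.8. ENSRNOT00000074212.1 was at 33.3 ± 2.43 CPM (SD, n = 7) in SUG rats and 41.9 ± 3.77 (SD, n = 7) in CTL rats. Its log2 fold change was -0.33 (standard error 0.062, adjusted p = 0.566 from the same test and adjustment in edgeR). SUG rats ranged from 28.6 to 36.1 CPM and CTL rats from 36.8 to 47.4. Both transcripts are among the 19 of DESeq2, with adjusted p-values from DESeq2 of 0.000495 for ENSRNOT00000076481.2 and 0.00438 for ENSRNOT00000074212.1. In simulated counts of this design, DESeq2 made 33 false calls beside 167 changed transcripts found, so its adjusted p-values can be too low. Over the alternatives in which it was followed, ENSRNOT00000076481.2 passed the adjusted threshold in 2 of 23 (DESeq2, and edgeR without SUG rat 6). ENSRNOT00000074212.1 passed it in 1 of 24 (DESeq2). Neither was followed with counts summed over neighbouring transcripts that share reads, or in DESeq2 with the set of label numbers.

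**Figure D3:**
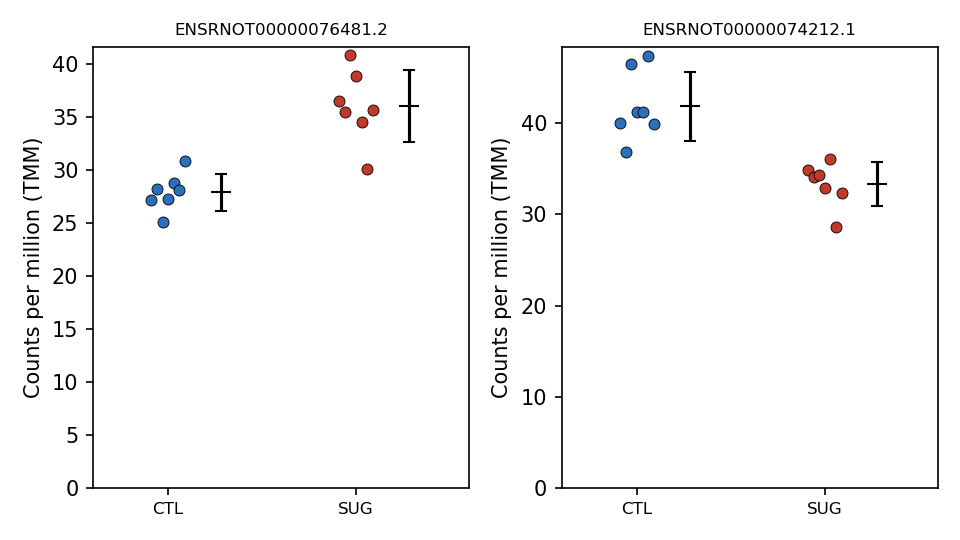
CPM after TMM normalization (vertical axis, from 0) of the transcripts with the smallest p-value in each direction, by group; each point is 1 rat (n = 7 per group), and the line and bars beside the points are the mean and SD. In ENSRNOT00000074212.1 the SUG rats lie at or under 36.1 CPM and the CTL rats at or above 36.8.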

Analyses of individual genes across the entire transcriptome using a stringent FDR criterion further identified 21 genes that were differentially expressed in rats fed early life sugar compared with controls, with 11 genes elevated and 10 genes decreased in rats fed sugar compared to controls (Fig. 5B). Among the genes impacted, several genes that regulate cell survival, migration, differentiation, and DNA repair were elevated by early life sugar access, including *Faap100*, which encodes an FA core complex member of the DNA damage response pathway^48^, and *Eepd1*, which transcribes an endonuclease involved in repairing stalled DNA replication forks, stressed from DNA damage^49^. Other genes associated with endoplasmic reticulum stress and synaptogenesis were also significantly increased by sugar consumption, including *Klf9*, *Dgkh*, *Neurod2*, *Ppl*, and *Kirrel1*^50–53^.

Several genes were reduced by dietary sugar, including *Tns2*, which encodes tensin 2, important for cell migration^54^, *RelA*, which encodes an NF/kB complex protein that regulates the activity-dependent neuronal function and synaptic plasticity^55^, and *Grm8*, the gene for the metabotropic glutamate receptor 8 (mGluR8). Notably, reduced expression of the mGluR8 receptor may contribute to the impaired neurocognitive functioning in animals fed sugar, as mGluR8 knockout mice show impaired hippocampal-dependent learning and memory^56^.

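For the 20 rats of Experiment 2, the first principal component held 9.67% of the variance and the second 7.52%, computed as in Experiment 1. Between ABX-PARA and combined control rats lay 6.06% of the variance on these components (exact permutation test over 77520 groupings, two-sided by construction, p = 0.334). The share moved most when transcripts were limited to those with whole counts in every rat, a choice made after seeing the data, and was then 0.114% (exact permutation test, p = 0.980). The first and second sets of label numbers hold 6 and 14 of these rats, and 13.2% of the variance lay between the sets (exact permutation test, p = 0.0695). On components computed anew from the second set alone, 5.67% lay between ABX-PARA and control rats (exact permutation test, p = 0.523). ABX-PARA rat 1 was the farthest from its group on the second component, at 45.9, and of the 500 transcripts behind the components 489 (97.8%) did not have whole counts in every rat.

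**Figure D4:**
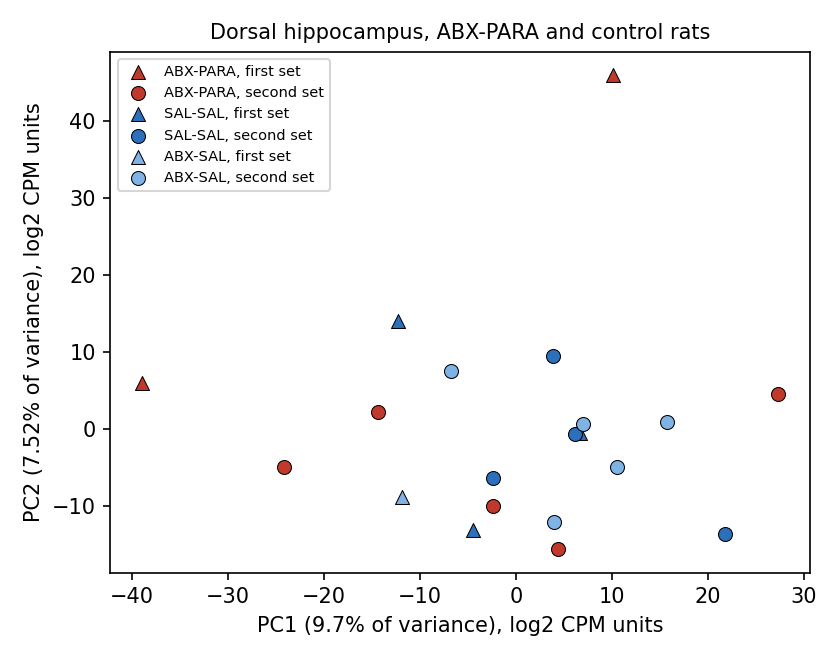
Scores of the 20 rats of Experiment 2 on the first (horizontal axis) and second (vertical axis) principal components, in log2 CPM units; each point is 1 rat, colours mark ABX-PARA, SAL-SAL and ABX-SAL, and triangles and circles mark the sets of label numbers. Groups overlap, with 6.06% of the variance between ABX-PARA and control rats, and ABX-PARA rat 1 lies at 45.9 on the second component.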

Figure S1A, B, D shows the results of the principal component analysis of dorsal hippocampus RNA sequencing data indicating a moderate separation between rats enriched with *Parabacteroides* and controls. Gene pathway analyses revealed that early life *Parabacteroides* treatment, similar to effects associated with sugar consumption, significantly altered the genetic signature of dopaminergic synaptic signaling pathways, though differentially expressed genes were commonly affected in opposite directions between the two experimental conditions (Fig. S8). 

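The effects of sugar and of Parabacteroides were compared across transcripts, as the genes of the dopaminergic pathway could not be picked out from the files. Of 20487 transcripts tested in both experiments, 314 had an unadjusted p-value under 0.01 for sugar and 368 for Parabacteroides. The lists shared 6 transcripts, where 5.64 would be shared on average by lists drawn independently, and 4 of the 6 changed in opposite directions. Over the alternatives, from 1 of 5 to 5 of 7 shared transcripts were opposite, with 2 of 3 against ABX-SAL controls and 2 of 4 against SAL-SAL controls. Of the sugar list, 207 transcripts (65.9%) had the opposite sign in Experiment 2, and of the Parabacteroides list, 184 (50%) had the opposite sign in Experiment 1. With signs taken from mean log2 CPM, the shares were 65.3% and 50%. For the sugar list, shares as far from 50% arose on permuting the rats of the other experiment with p = 0.587 (permutation test, two-sided). For the Parabacteroides list this test carries no information, since any permuted share is at least as far from 50% as a share of exactly 50%. Across 16077 transcripts with a mean log2 CPM above 1, the effects had Pearson's r = -0.028 and Spearman's rho = -0.112, where transcripts are not independent replicates. Permuting the group labels of the rats gave a Pearson correlation as strong with p = 0.679 and a Spearman correlation as strong with p = 0.347 (permutation tests, two-sided). Permuting them within the sets of label numbers gave p = 0.686 for Pearson's r (permutation test). Within the second set alone, r was -0.057.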

*Parabacteroides* treatment also impacted gene pathways associated with metabolic signaling. Specifically, pathways regulating fatty acid oxidation, rRNA metabolic processes, mitochondrial inner membrane, and valine, leucine, and isoleucine degradation were significantly affected by *Parabacteroides* enrichment. Other pathways that were influenced were those involved in neurodegenerative disorders, including Alzheimer’s disease and Parkinson’s disease, though most of the genes affected in these pathways were mitochondrial genes (Fig. 5D, Table S2).

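In Experiment 2, 368 of 20827 transcripts had an unadjusted p-value under 0.01 between ABX-PARA and combined control rats (edgeR quasi-likelihood F-test, two-sided), against 208.27 for evenly spread p-values. Of these, 212 were higher and 156 lower in ABX-PARA rats. Their log2 fold changes ran from -2.61 to 2.13 with a median size of 0.22, and 220 (59.8%) lay within 0.25 of 0. The excess of higher transcripts was not kept with the set of label numbers in the model, where 213 were higher and 217 lower. DESeq2 gave 519 transcripts, 298 higher and 221 lower, and its list shared 358 with that of edgeR. With edgeR, the count depended on which rats were included: with each rat left out in turn, it ran from 202 to 724. It was 201 against SAL-SAL rats alone and 210 against ABX-SAL rats alone. On average, ABX-PARA rats also differed from controls in how transcript abundance varied with transcript length. Per doubling of length, the log2 abundance relative to the mean of all rats changed by -0.016 ± 0.031 (SD, n = 7) in ABX-PARA rats and by 0.0085 ± 0.0102 (SD, n = 13) in controls, a difference of -0.024 (exact permutation test, two-sided, p = 0.0102; Benjamini-Hochberg adjusted p = 0.0205 over both experiments). The spread was larger in ABX-PARA rats, to which a permutation test of means can also respond, and 3 of the 7 lay under all controls. The difference was -0.026 against ABX-SAL rats alone and -0.023 against SAL-SAL rats alone (exact permutation tests, p = 0.0577 and 0.0851). Within the second set of label numbers the difference was -0.020 (exact permutation test, p = 0.0240), and the first set, with 2 ABX-PARA rats, was too small to test. After this trend was removed from each rat, a correction chosen after seeing the data, 329 transcripts had an unadjusted p-value under 0.01. Pathways were not tested, for the reason given for sugar. From its pathway analyses, the paper states that Parabacteroides enrichment affected pathways of metabolic signaling, including mitochondrial ones.

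**Figure D5:**
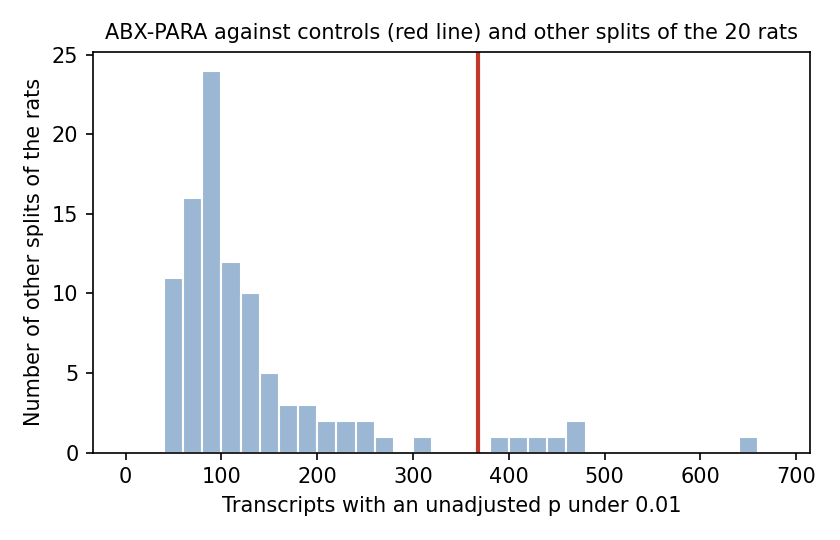
Histogram of the number of transcripts with an unadjusted p-value under 0.01 (horizontal axis) over the other drawn splits of the 20 rats into groups of 7 and 13 (vertical axis, number of splits); the red line marks ABX-PARA against combined controls. The line lies at 368 and the other splits have a median of 98 and a maximum of 648.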

At the level of individual genes, dorsal hippocampal RNA sequencing data revealed that 15 genes were differentially expressed in rats enriched with *Parabacteroides* compared with controls, with 13 genes elevated and two genes decreased in the *Parabacteroides* group compared with controls (Fig. 5C). 

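With edgeR, 0 of the tested transcripts had an adjusted p-value under 0.05 between ABX-PARA and combined control rats, the lowest adjusted p-value was 0.356, and 1658 transcripts had an unadjusted p-value under 0.05. DESeq2 gave 13 transcripts with an adjusted p-value under 0.05, of which 10 were higher and 3 lower in ABX-PARA rats. With edgeR these 13 had the same direction. Their log2 fold changes in DESeq2 were between 0.14 and 0.90 in size, and in 2 of them the groups did not overlap (0.00258% by chance in an unselected transcript). Adding the set of label numbers to the DESeq2 model, a choice made after seeing the data, moved the count most and gave 29 transcripts. The transcripts with the smallest p-value in each direction were again chosen after the values were seen. ENSRNOT00000024917.4 was at 160.9 ± 23.5 CPM (SD, n = 7) in ABX-PARA rats and 127.2 ± 9.86 (SD, n = 13) in controls, and ABX-PARA rat 5, at 211.9, was far above the other rats of its group. Its log2 fold change was 0.34 (standard error 0.066, adjusted p = 0.356 from edgeR's test with Benjamini-Hochberg adjustment) and 0.26 without that rat, and ABX-PARA rats ranged from 143.5 to 211.9 and controls from 109.3 to 143.1 CPM. ENSRNOT00000079171.1, whose estimated counts were not whole in every rat, was at 4.67 ± 0.658 CPM (SD, n = 7) in ABX-PARA rats and 6.44 ± 0.590 (SD, n = 13) in controls. Its log2 fold change was -0.46 (standard error 0.084, adjusted p = 0.356 from edgeR with the same adjustment), with ABX-PARA rats from 3.58 to 5.64 and controls from 5.67 to 7.31 CPM. Both transcripts are among the 13 of DESeq2, each with an adjusted p-value from DESeq2 of 0.0091. In simulated counts of this design, DESeq2 made 30 false calls beside 162 changed transcripts found, so its adjusted p-values can be too low. Over the alternatives in which they were followed, ENSRNOT00000024917.4 passed the adjusted threshold in 1 of 32 and ENSRNOT00000079171.1 in 1 of 31, in both cases DESeq2. They were not followed with summed counts or in DESeq2 with the set of label numbers.

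**Figure D6:**
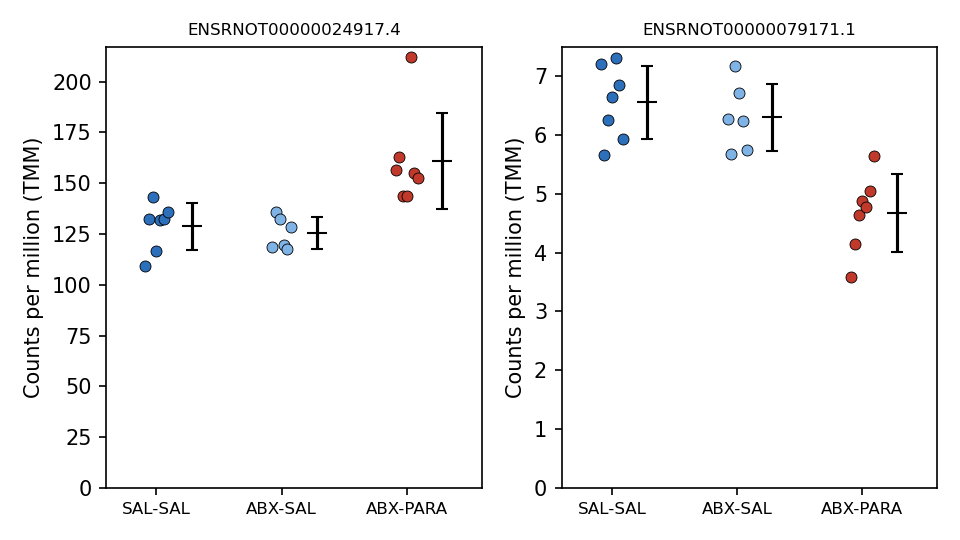
CPM after TMM normalization (vertical axis, from 0) of the transcripts with the smallest p-value in each direction in Experiment 2, by group; each point is 1 rat (7 SAL-SAL, 6 ABX-SAL and 7 ABX-PARA), and the line and bars beside the points are the mean and SD. In ENSRNOT00000024917.4, ABX-PARA rat 5 lies at 211.9 and the others of its group start at 143.5.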

Consistent with results from gene pathway analyses, several individual genes involved in metabolic processes were elevated by *Parabacteroides* enrichment, such as *Hmgcs2*, which is a mitochondrial regulator of ketogenesis and provides energy to the brain under metabolically taxing conditions or when glucose availability is low^57^, and *Cox6b1*, a mitochondrial regulator of energy metabolism that improves hippocampal cellular viability following ischemia/reperfusion injury^58^. *Parabacteroides* enrichment was also associated with incased expression of *Slc27A1* and *Mfrp*, which are each critical for the transport of fatty acids into the brain across capillary endothelial cells^59,60^.

## Discussion

Dietary factors are a key source of gut microbiome diversity^28,46,61–63^ and emerging evidence indicates that diet-induced alterations in the gut microbiota may be linked with altered neurocognitive development^28,63–65^. Our results identify species within the genus *Parabacteroides* that are elevated by habitual early life consumption of dietary sugar and are negatively associated with hippocampal-dependent memory performance. Further, targeted microbiota enrichment of *Parabacteroides* perturbed both hippocampal- and perirhinal cortex-dependent memory performance. These findings are consistent with previous literature in showing that early life consumption of Western dietary factors impairs neurocognitive outcomes^10,11^, and further suggest that altered gut bacteria due to excessive early life sugar consumption may functionally link dietary patterns with cognitive impairment.

Our previous data show that rats are not susceptible to habitual sugar consumption-induced learning and memory impairments when 11% sugar solutions are consumed ad libitum during adulthood, in contrast to effects observed in the present and previous study in which the sugar is consumed during early life development^23^. It is possible that habitual sugar consumption differentially affects the gut microbiome when consumed during adolescence vs. adulthood. However, a recent report showed that adult consumption of a high fructose diet (35% kcal from fructose) promotes gut microbial “dysbiosis” and neuroinflammation and cell death in the hippocampus, yet without impacting cognitive function^66^, suggesting that perhaps neurocognitive function is more susceptible to gut microbiota influences during early life than during adulthood. Indeed, several reports have identified early life critical periods for microbiota influences on behavioral and neurochemical endpoints in germ-free mice^5,75^. However, the age-specific profile of sugar-associated microbiome dysbiosis and neurocognitive impairments remains to be determined.

Given that the adolescent rats consuming SSBs compensated for these calories by consuming less chow, it is possible that reduced nutrient (e.g., dietary protein) consumption may have contributed to the deficits in hippocampal function. However, we think this is unlikely, as adolescent SSB access did not produce any substantial nutrient deficiency that would restrict growth, as evidenced by the similarities in body weight between the experimental and control group. Furthermore, prior studies that directly examined the effects of adolescent caloric (and thereby nutrient) restriction on learning and memory in rats found that there were no differences in hippocampal-dependent memory function when rats were restricted by ~40% from PN 25 to PN 67^67^, Importantly, the parameters in this study closely match those in the present study, as our adolescent SSB access was given over a similar developmental period prior to behavioral testing, and produced a ~40% reduction in total chow kcal consumption. Thus, it is likely that excessive sugar consumption and not nutrient deficiency led to memory deficits, although future work is needed to more carefully examine these variables independently.

While our study reveals a strong negative correlation between levels of fecal *Parabacteroides* and performance in the hippocampal-dependent contextual episodic memory NOIC task, as well as impaired NOIC performance in rats given access to a sugar solution during adolescence, sugar intake did not produce impairments in the perirhinal cortex-dependent NOR memory task. This is consistent with our previous report in which rats given access to an 11% sugar solution during adolescence were impaired in hippocampal-dependent spatial memory (Barne’s maze procedure), yet were not impaired in a nonspatial task of comparable difficulty that was not hippocampal-dependent^23^. Present results revealing that early life sugar consumption negatively impacts hippocampal-dependent contextual-based object recognition memory (NOIC) without influencing NOR memory performance is also consistent with previous reports using a cafeteria diet high in both fat content and sugar^68,69^. On the other hand, enrichment of *P. johnsonii* and *P. distasonis* in the present study impaired memory performance in both tasks, suggesting a broader impact on neurocognitive functioning with this targeted bacterial enrichment approach.

Gene pathway analyses from dorsal hippocampus RNA sequencing identified multiple neurobiological pathways that may functionally connect gut dysbiosis with memory impairment. Early life sugar consumption was associated with alterations in several neurotransmitter synaptic signaling pathways (e.g., glutamatergic and cholinergic) and intracellular signaling targets (e.g., cAMP and MAPK). A different profile was observed in *Parabacteroides*-enriched animals, where gene pathways involved with metabolic function (e.g., fatty acid oxidation and branched-chain amino acid degradation) and neurodegenerative disease (e.g., Alzheimer’s disease) were altered relative to controls. Given that sugar has effects on bacterial populations in addition to *Parabacteroides*, and that sugar consumption and *Parabacteroides* treatment differentially influenced peripheral glucose metabolism and body weight, these transcriptome differences in the hippocampus are not surprising. However, gene clusters involved with dopaminergic synaptic signaling were significantly influenced by both early life sugar consumption and *Parabacteroides* treatment, thus identifying a common pathway through which both diet-induced and gut bacterial infusion-based elevations in *Parabacteroides* may influence neurocognitive development. Though differentially expressed genes were commonly affected in opposite directions in *Parabacteroides* enriched animals compared with early life sugar treated animals, it is possible that perturbations to the dopamine system play a role in the observed cognitive dysfunction. For example, while dopamine signaling in the hippocampus has not traditionally been investigated for mediating memory processes, several recent reports have identified a role for dopamine inputs from the locus coeruleus in regulating hippocampal-dependent memory and neuronal activity^70,71^. Interestingly, endogenous dopamine signaling in the hippocampus has recently been linked with regulating food intake and food-associated contextual learning^72^, suggesting that dietary effects on gut microbiota may also impact feeding behavior and energy balance-relevant cognitive processes.

It is important to note that comparisons between the gene expressional analyses in the *Parabacteroides* enrichment and sugar consumption experiments should be made cautiously given that there were slight differences in the timing of the hippocampus tissue harvest between the two experiments (PN 65 for sugar consumption vs. PN 83 for the *Parabacteroides* enrichment). Further, future work is needed to determine whether differences in gene expression observed in each experiment translates to differential expression at the protein level. It is also worth emphasizing that the levels of *Parabacteroides* conferred by our enrichment study were substantially higher than in the dietary sugar study, and thus it is not surprising that *Parabacteroides* enrichment would confer a different impact on host physiology, hippocampal gene expression, and neurocognition compared to *Parabacteroides* elevations associated with SSB consumption. Regardless of these caveats in comparing the two models, our data extend the field by highlighting a specific bacterial population that (1) is capable of negatively impacting neurocognitive development when experimentally enriched, and (2) is elevated by early life consumption of dietary sugar with levels correlating negatively with hippocampal-dependent memory performance.

Many of the genes that were differentially upregulated in the hippocampus by *Parabacteroides* enrichment were involved in fat metabolism and transport. Thus, it is possible that *Parabacteroides* conferred an adaptation in the brain, shifting fuel preference away from carbohydrate toward lipid-derived ketones. Consistent with this framework, *Parabacteroides* were previously shown to be upregulated by a ketogenic diet in which carbohydrate consumption is drastically depleted and fat is used as a primary fuel source due. Furthermore, enrichment of *Parabacteroides merdae* together with *Akkermansia muciniphila* was protective against seizures in mice^28^. It is possible that *P. distasonis* reduces glucose uptake from the gut, enhances glucose clearing from the blood, and/or alters nutrient utilization in general, an idea further supported by the recent finding that *P. distasonis* is associated with reduced diet- and genetic-induced obesity and hyperglycemia in mice^47^.

The present findings produce several opportunities for further mechanistic investigation. For example, how do diet-induced alterations in gut bacteria impact the brain? Several possible mechanisms have been investigated and proposed, such as impaired gut barrier function and endotoxemia^63,73^, perhaps related to altered short-chain fatty acid production^66,74^. Moreover, it is well-known that the liver is negatively impacted by excessive fructose consumption^75^, and emerging evidence highlights a gut microbiome–liver axis with crosstalk via bile acids and cytokines^76^. It is possible that dietary sugar-induced microbiota changes alter the hepatic–gut axis, thus contributing to altered cognitive function. Indeed, an altered bile acid profile due to gut microbiota-produced bile acid secondary metabolites is associated with cognitive dysfunction in Alzheimer’s Disease in humans^77^.

Taken together, our collective results provide insight into the neurobiological mechanisms that link early life unhealthy dietary patterns with altered gut microbiota changes and neurocognitive impairments. Currently, probiotics, live microorganisms intended to confer health benefits, are not regulated with the same rigor as pharmaceuticals but instead are sold as dietary supplements. Our findings suggest that gut enrichment with certain species of *Parabacteroides* is potentially harmful to neurocognitive mnemonic development. These results highlight the importance of conducting rigorous basic science analyses on the relationship between diet, microorganisms, brain, and behavior prior to widespread recommendations of bacterial microbiome interventions for humans.

## Supplementary information

Table S2

Table S1

Supplementary Figures

## Data Availability

All data are available upon request. The 16S rRNI microbiome sequencing data are available through Qiita (ID 13651 and 11255) and the RNA sequencing data are available through the NCBI Gene Expression Omnibus, GSE150091.

How the deposited data were processed for this re-analysis (not part of the article)

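RNA from dorsal hippocampus punches of 34 rats was measured, 14 in Experiment 1 (7 SUG, 7 CTL) and 20 in Experiment 2 (7 ABX-PARA, 7 SAL-SAL, 6 ABX-SAL). The authors trimmed single reads and quantified them with Salmon against the Rnor6 transcriptome, and deposited for each rat the expected counts that Salmon estimated per transcript, without normalization, with shared reads divided between transcripts. They also deposited TPM, which Salmon computes from reads per effective length scaled to the same total in every rat; TPM served here only to describe how abundance was distributed. The deposited files hold 31196 transcripts and no gene names, and the reference table at hand does not pair Ensembl transcripts with genes. The sum over transcripts to genes that the paper describes could therefore not be repeated, and all tests were run on transcripts. Likewise the paper's named genes and pathway genes, the sets of ribosomal protein, respiratory chain, fatty acid and dopaminergic synapse genes, and the marker genes listed to check the tissue were not tested.

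Conditions were taken from the deposited sample labels and the paper. The paper removed 1 control and 1 treated rat of Experiment 2 as outliers; the data used here hold 13 control and 7 ABX-PARA rats, and the legend of Fig. 5 gives 14 and 7. The labels and the paper differ in the age at collection in Experiment 1 (PN 104 and PN 65). The paper's cohort collected at PN 65 had fewer rats per group than the 7 sequenced. The deposited description of the study names sucrose and a longer course of antibiotics. The paper and the labels give glucose and 7 days, and these were used. Label numbers whose order of groups starts over after the first part define a first set of 10 rats and a second set of 24, spread over all groups; the paper's text does not mention them.

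Between 14394530 and 22332725 reads were assigned to transcripts per rat, with a median of 16334170. Counting error at this depth is included in the spread that the count models estimate. Counts were rounded to whole numbers, and transcripts with a count above 1 in more than 50% of the rats compared were kept, after the paper's filter. The main test was the quasi-likelihood F-test of edgeR 4.0.16 with TMM normalization and Benjamini-Hochberg adjustment, with an adjusted p-value under 0.05 as the threshold, in R 4.3.3. SUG was compared with CTL, ABX-PARA with the combined controls, and ABX-SAL with SAL-SAL, and the difference between the effects of sugar and Parabacteroides was tested over all 34 rats. Principal components used log2 CPM with a prior count of 2 and the 500 most variable transcripts, centred and not scaled. Group differences in single measures per rat were tested by exact permutation, two-sided.

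Alternatives were DESeq2 1.42.0 with default settings, limma 3.58.1 (voom with sample quality weights), RLE size factors, other low-count filters, the replicate number or the set of label numbers in the model, other control groups, and each rat left out in turn. Added after the data were seen were a length correction (a lowess trend with a span of 0.5 on log2 transcript length, removed from each rat), a limit to transcripts with whole counts in every rat, counts summed over neighbouring transcripts that share reads, and DESeq2 with summed counts or with the set of label numbers. GC correction was not run, as no sequences were at hand. The genes to be named were to come from the paper's lists and from those with an adjusted p-value under 0.05; as neither gave any, the transcript with the smallest p-value in each direction of each experiment is named, chosen after the values were seen.

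The tests were tested on simulated data with 200 changed transcripts, of which edgeR found 150 in the design of Experiment 1, with 11 false calls, and 154 in that of Experiment 2, with 10 false calls. DESeq2 found 167 and 162, with 33 and 30 false calls. The changed transcripts were drawn from those with a mean CPM above 1 on the log2 scale, and their changes were 0.5 or 1. Smaller changes and variation shared between transcripts were not simulated. On simulated data without changes, edgeR called 0 transcripts in both designs, and DESeq2 called 5 in that of Experiment 1 and 0 in that of Experiment 2. Each count of transcripts past a threshold was compared over up to 100 splits of the rats, the real one included; within an experiment, the splits part as many same-numbered rats as the real one. No pair of libraries of the same group was a repeat of one another: over 99 pairs, the chi-square per degree of freedom of their whole counts was between 3.62 and 44.4. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.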

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

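The tests of explanations in this part were chosen after the results were seen. Distances of the farthest rat from its group were looked at in 40 groups of rats (reads, principal components, length trends and the named transcripts), of which 10 were principal components on summed counts, and 3 were beyond Dixon's value, where 2 would be by chance. On the second principal component of Experiment 2, ABX-PARA rat 1 lay at 45.9, and its gap to the next rat was 0.649 of the range of its group, beyond Dixon's 0.568 for 7 rats. It also had the fewest reads of its group, 15351140, though its gap in reads was 0.318 of the range, within Dixon's value. When the counts of neighbouring transcripts that share reads were summed, the ratio of this rat was 0.293; it was still the farthest of its group, at -30.6, with ABX-PARA rat 8 next at -19.5. Reads shared between transcripts are therefore a candidate explanation for the distance. How much of it they account for cannot be told. Summing leaves 7459 transcripts without whole counts outside the runs, and it changes which 500 transcripts enter the components. ABX-PARA rats 1 and 8 are both in the first set of label numbers. Before summing, ABX-PARA rat 8 lay at 6.00 on the second component and the 4 controls of that set between -13.2 and 14.0. On those scores the set shows no common shift towards rat 1. After summing, SAL-SAL rat 5 of that set lay at -14.3 and the other controls of the set between -4.11 and 9.97. The set can therefore not be ruled out. Over all rats, 13.2% of the variance on the components before summing lay between the sets (exact permutation p = 0.0695). No biological explanation was tested.

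ABX-PARA rat 5 had 211.9 CPM of ENSRNOT00000024917.4, with a gap of 0.717 of the range of its group. The transcript had whole counts in every rat, so sharing of reads does not enter. In number of reads the farthest rat of the group was another, ABX-PARA rat 1, with a ratio of 0.318, and rat 5 lay inside the range of the group. The length trend of the rat accounts for 0.0038 of its 0.45 distance from the median of its group on the log2 scale. Among the 5 ABX-PARA rats of the second set of label numbers the ratio was also 0.717, but it could not have changed, since the rats of the first set lie inside the range; the set cannot be ruled out from this. GC content and RNA quality were not tested, and no biological explanation was tested.

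On summed counts, CTL rat 7 lay at 27.1 on the first principal component of Experiment 1, with a gap of 0.604 of the range of its group, beyond 0.568; before summing, its ratio was 0.240. This rat had the fewest reads of its group, 15212701, but the rat farthest from the others in reads was CTL rat 5, with a ratio of 0.311, within Dixon's value. No other explanation was tested.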

How the results depend on the processing

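Choices made before the data were examined are the test, the filter, the normalization, the covariates, the control group and each rat left out; the length correction, whole counts, summed counts, DESeq2 with the set of label numbers, and all alternatives for the set of label numbers, the length trend, the lists shared between the experiments and the transcripts near 0 were added afterwards. The counts of 0 transcripts past the adjusted threshold in edgeR stayed at 0 with voom, RLE, both other filters, the set of label numbers, the length correction, whole counts and summed counts in both experiments, with the replicate number in the model, and for Parabacteroides with either control group, with 791 to 1916 (sugar) and 801 to 2218 (Parabacteroides) transcripts at an unadjusted p-value under 0.05 over all alternatives that keep every rat or change the controls. DESeq2 gave 19 (sugar) and 13 (Parabacteroides), with summed counts 16 and 8, and with the set of label numbers 19 and 29. Leaving out each rat in turn gave 0 to 1 transcripts for sugar (up to 1654 at an unadjusted p-value under 0.05) and 0 for Parabacteroides (1058 to 2554 at an unadjusted p-value under 0.05). DESeq2 also gave 4 transcripts for the difference between the effects and 2 for ABX-SAL against SAL-SAL, where edgeR gave 0 (1713 and 830 at an unadjusted p-value under 0.05); the length correction gave 1 for the difference. With 200 changed transcripts simulated, DESeq2 made 33 (design of Experiment 1) and 30 (Experiment 2) false calls, against 11 and 10 for edgeR. It also found more of the changed transcripts, 167 and 162 against 150 and 154. Without changes it made 5 and 0 false calls, and edgeR 0 in both. Its larger counts can therefore hold more false calls as well as more changes. Which of these the calls here are was not tested, nor was the cause of the call under the length correction.

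At an unadjusted p-value under 0.01, whole counts gave 205 transcripts of 8536 tested (sugar) and 168 of 8497 (Parabacteroides), fewer transcripts being tested. For Parabacteroides the count was 201 with SAL-SAL controls, 210 with ABX-SAL controls and 583 with DESeq2 and the set of label numbers. It ran from 202 to 724 with each rat left out, and from 218 to 391 for sugar. With the replicate block the count for Parabacteroides was 175, and 164 with the block and the length correction, while that for sugar was 303 and 299; same-numbered rats are different animals, and their deviations from group means had a mean correlation of 0.014 in Experiment 1 and -0.013 in Experiment 2, within 0.1 of 0. With the block, the lists of the experiments shared 5 transcripts, of which 1 was opposite, against 4 of 6 without it.

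The shares of variance between groups stayed on the same side of the threshold in all 5 alternatives of each experiment, at 11.0% to 16.6% for sugar and 0.114% to 7.48% for Parabacteroides. The set of label numbers gave 2 transcripts in Experiment 1 alone and 1 in Experiment 2 alone, against 125 in both together. The length trend of ABX-PARA rats was -0.026 against ABX-SAL and -0.023 against SAL-SAL alone, no longer past the threshold (exact p = 0.0577 and 0.0851), and -0.029 to -0.015 with each rat left out. Among the named transcripts, the shared lists and the transcripts near 0, 10 of 121 combinations of a result and an alternative changed: 5 weaker, 5 stronger. No log2 fold change of a named transcript reversed in the alternatives where it was followed, which leave out summed counts and DESeq2 with the set of label numbers.

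GC correction was not run, nor were the results for named genes, pathway genes, ribosomal protein, respiratory chain, fatty acid and branched-chain amino acid, dopaminergic synapse and marker genes, because the files do not pair transcripts with genes. Depth and sharing of reads limit single transcripts: 59.2% of the 20909 expressed transcripts did not have whole counts in every rat.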

Differences from the paper's values

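The paper counts genes and the values here count transcripts. For sugar, the paper reports 21 differentially expressed genes, 11 higher and 10 lower, and edgeR gave 0 transcripts, 0 higher and 0 lower (1542 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 gave 19, 12 higher and 7 lower, which is within 1.5 times each of the paper's counts; the paper's methods name DESeq2 with default settings. None of the other alternatives set before the data were examined (voom, RLE, the filters, the replicate number, the set of label numbers, each rat left out) came within that range. DESeq2 with summed counts (16, 9 higher and 7 lower) and DESeq2 with the set of label numbers (19, 12 higher and 7 lower), both chosen after seeing the values, also came within it.

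For Parabacteroides, the paper reports 15 differentially expressed genes, 13 higher and 2 lower, and edgeR gave 0, 0 higher and 0 lower (1658 at an unadjusted p-value under 0.05). DESeq2 gave 13, 10 higher and 3 lower, within 1.5 times the paper's counts, and none of the other alternatives set before the data were examined, the control groups included, did so. DESeq2 with the set of label numbers, chosen after seeing the values, gave 18 higher, within that range of the paper's 13, but 29 in total and 11 lower, outside it; DESeq2 with summed counts, chosen in the same way, gave 8, 7 higher and 1 lower, outside it. Which of the paper's genes these transcripts belong to could not be read from the files.

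The paper reports about 25 M reads per sample, and a median of 16.3 M were assigned to transcripts per rat; the first counts reads obtained and the second reads that Salmon assigned, and no alternative applies to it.

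The paper describes a moderate separation of the groups on principal components; here 5.13% (sugar, exact p = 0.558) and 6.06% (Parabacteroides, exact p = 0.334) of the variance on the first 2 components lay between groups, and over the alternatives 11.0% to 16.6% (exact p from 0.0804 to 0.267) and 0.114% to 7.48% (exact p from 0.241 to 0.980). The paper states that differentially expressed genes of the dopaminergic pathway commonly moved in opposite directions in the experiments; those genes could not be tested, and across all transcripts 4 of the 6 on both lists did (from 1 of 5 to 5 of 7 over the alternatives), with correlations of the effects of -0.028 (Pearson, permutation p = 0.679) and -0.112 (Spearman, permutation p = 0.347).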

Other observations

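In this part, the only tests chosen before the result was seen are those of the counts of transcripts past the adjusted threshold for sugar and for Parabacteroides against other splits of the rats; all others were chosen afterwards. For a count of 0 in edgeR this comparison carries no information, since any split reaches it: 64 of the 64 splits of the 14 rats that part every same-numbered pair (sugar) and 100 of 100 splits of the 20 rats, 1 of them the real one and the rest drawn from 5832 that part as many pairs (Parabacteroides). At an unadjusted p-value under 0.05, 2 of the 64 splits gave at least the 1542 transcripts of sugar and 5 of the 100 at least the 1658 of Parabacteroides. The 19 transcripts that DESeq2 called for sugar were reached or exceeded in 5 of the 64 splits (largest 49), and its 13 for Parabacteroides in 6 of the 100 (largest 50). On summed counts, 6 of 64 and 7 of 100 splits did so. For the DESeq2 counts at the adjusted threshold, counts as large thus arise from regrouping the same rats in 5% or more of splits. On summed counts, 14 of the 19 and 8 of the 13 were also called by name. Summing leaves transcripts outside the runs as they were; of the 5 calls inside runs in each experiment, 1 (sugar) and 2 (Parabacteroides) belong to a run whose sum was called. Whether shared reads account for the calls cannot be told from this, and 8 and 4 of the calls had whole counts in every rat.

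The 315 transcripts at an unadjusted p-value under 0.01 for sugar were reached in 2 of the 64 splits, the real one included. The count was 323 with the set of label numbers in the model, 329 after the length correction and 344 with summed counts. A difference between SUG and CTL rats spread over transcripts too weakly to pass the adjusted threshold is a candidate explanation; GC content, RNA quality and housing were not tested, and it cannot be told apart from them. For Parabacteroides, 8 of 100 splits gave at least the 368 transcripts of the real one, so that count is not set apart from other splits.

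ABX-SAL and SAL-SAL rats, which the paper combines, differed in 0 transcripts with edgeR at an adjusted p-value under 0.05 (830 at an unadjusted p-value under 0.05), a count that any of the 64 splits of these rats reaches. At an unadjusted p-value under 0.01 there were 131 transcripts, and 15 of the 64 splits gave as many. Simulated changes of 0.5 and 1 on the log2 scale were found in 146 of 200 transcripts in this design.

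The difference between the effects of sugar and Parabacteroides was past the adjusted threshold in 0 of 20909 transcripts (1713 at an unadjusted p-value under 0.05); any of the 100 splits reaches 0, and the largest count in another split was 1. At an unadjusted p-value under 0.01 there were 370, and 3 of 100 splits gave as many, which does not say whether the effects are opposite. The effects had a Pearson correlation of -0.028 (permutation p = 0.679) and a Spearman correlation of -0.112 (permutation p = 0.347) across transcripts. With signs from mean log2 CPM, 65.3% of the sugar list (permutation p = 0.587) and 50% of the Parabacteroides list were opposite. A share of exactly 50% leaves the permutation test nothing to decide. Chance assignment of rats to groups is a candidate explanation for both correlations and for the share of the sugar list. Only 3 of 100 splits gave as many as the 370 transcripts. The splits regroup both experiments at once, and this test was 1 of several chosen afterwards, so chance is not ruled out for that count either. Pearson's r was 0.003 against ABX-SAL controls and -0.048 against SAL-SAL controls.

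The first and second sets of label numbers differed in 125 transcripts with condition in the model (71 higher and 54 lower in the first set, adjusted p-value under 0.05 in edgeR, median size of the log2 change 0.24). Reassigning the sets within conditions gave as many in 1 of 100 splits, the real one itself, and at most 1 transcript in the others. The number of reads did not differ between the sets (permutation p = 0.847), and the count was 157 after the length correction, so length does not account for it. It was 162 with summed counts, which leave transcripts outside the runs as they were; 72 of the 125 had whole counts in every rat. A difference in how the sets were prepared or sequenced is a candidate explanation that the labels cannot settle, and no biological explanation was tested. Over 16077 transcripts the set differences of the experiments had a correlation of r = 0.081 (permutation p = 0.203), and r = 0.156 over 16368 transcripts with log2 fold changes from edgeR, which was not tested by permutation. Each group holds rats of both sets, and of the 125 transcripts 0 were on the sugar list and 2 on the Parabacteroides list at an unadjusted p-value under 0.01.

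On average over ABX-PARA rats, long transcripts were lower relative to short ones than in controls (difference in slope -0.024 per doubling of length, exact permutation p = 0.0102, Benjamini-Hochberg adjusted 0.0205). The slopes also spread more among ABX-PARA rats, to which this test can respond. Of the 7 rats, 3 lay under all 13 controls. Within the second set of label numbers the difference was -0.020, over transcripts with whole counts -0.027, and the slope was unrelated to the number of reads (r = 0.087, permutation p = 0.716; rho = -0.080, permutation p = 0.738; r = 0.014 without the 2 farthest rats). ABX-SAL and SAL-SAL rats showed no detectable difference in it (difference 0.0036, exact p = 0.542). The Parabacteroides treatment may underlie the trend, as may RNA quality or GC content, which were not tested and cannot be told apart from it.

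Estimated counts of 752 transcripts were near 0 (under 0.1 CPM) in at least 4 rats and above 2 CPM in at least 4 others. Such transcripts made up 0.193% of those with whole counts and 6.94% of the others with a mean above 1 CPM, and after summing 284 were left, 0 of them in the summed runs. Reads divided differently between similar transcripts from rat to rat are a candidate explanation. For single transcripts the lowest adjusted p-value of Fisher's exact tests by treatment was 1 in both experiments, where the lowest that a single transcript parted by treatment could reach is 0.438 for sugar and 0.0097 for Parabacteroides, so for sugar 1 such transcript could not have passed. Over all of them, 1 (sugar) and 10 (Parabacteroides) had an unadjusted Fisher's exact p-value under 0.05, no more than permuting the labels gives (permutation p = 0.984 and 0.863).

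By TPM, ENSRNOT00000046201.3 held between 39.7% and 47.1% of each rat's total, with 0.588% of the reads on average. It is 204 bases long with an effective length of 10.4, and with its full length its share would be 5.43%, so the short effective length accounts for most of it. No biological explanation was tested. The counts used for the tests are not divided by effective length, unlike TPM. Whether effective length enters the division of shared reads between transcripts was not tested.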
